A study of Rattus norvegicus with 16 samples. Its data were reported in "Evaluating the Stability of RNA-Seq Transcriptome Profiles and Drug-Induced Immune-Related Expression Changes in Whole Blood" (2015).

How the data were processed

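Whole blood RNA was sequenced from 16 rats that had received saline, and all 16 libraries carry the same label, so they form one group of saline controls, numbered 1 to 16 in the labels. Per the labels, each rat received 4 injections of 1 ml/kg at intervals of 2 h and was sacrificed 3 h after the last one. The study took the blood by needle from the heart, depleted alpha and beta globin mRNA with capture oligonucleotides, selected polyadenylated RNA and sequenced paired ends.

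The authors trimmed the reads, aligned them with Bowtie to an Ensembl transcriptome of the rat build rn5 and deposited estimated counts per gene from RSEM, which divides a read that fits several transcripts among them. The deposited estimated counts are not normalized and need not be whole numbers, and between 19.3% and 27.1% of the values of a library were not whole. They were rounded here to whole numbers before any test. The study also replaced outlying values before its own analysis. That step was not applied here.

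The lists of genes were not the same in all files. They held 19356, 20141, 26405 or 18677 genes, depending on a run code in the name of each file, and 26405 genes occurred in at least one file. The rule that removed genes was not stated. A gene that a file does not list cannot be taken as 0, so the 18031 genes listed in every file were used, of which 15544 have a symbol. These held at least 99.994% of the counts of each library. The other 8374 genes entered no test of single genes or gene sets. They do enter the total count and the number of genes with at least 1 count per library. That number is taken over lists that differ between some runs.

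The run codes were treated as technical batches and not as groups. Run A comprised controls 1 to 3, run B controls 4, 5, 7, 8 and 10, run C controls 6 and 9, run D controls 11 to 14, run E control 15 and run F control 16. The labels name no experiment date, so libraries were not assigned to experiments, and differences between runs were not separated here from differences between experiments. Comparisons between runs used those with at least 3 libraries, which are A, B and D. Because the labels give one group, no treated group was compared.

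Totals ranged from 21466776 to 31189549 counts per library. Shares of the counts of single libraries are given with 95% Wilson intervals. The smallest share that could be detected was taken as 3 counts, which is 0.096 to 0.14 CPM. Intervals and floors cover counting error only, since PCR copies are not independent molecules. For each pair of libraries a chi-square of their counts was computed over genes with a summed count of at least 20. The lowest value per degree of freedom was 48.0, for controls 11 and 13, so no pair of libraries agreed within sampling noise and each was counted as 1 sample.

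Genes were compared between runs with edgeR 4.0.16 in R 4.3.3, using TMM scaling, the filterByExpr filter and the quasi-likelihood F-test in one fit of the 12 libraries of runs A, B and D. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was counted as a difference. The standard error of a log2 fold change was the absolute change divided by the square root of its F statistic. The code was tested on simulated counts for 12952 genes with 200 of them changed. It recovered 35% of the changed genes for A against B, 41% for A against D and 45.5% for B against D, with 2, 5 and 4 false calls. Of the genes changed 4-fold it recovered 72.7%, 70.5% and 78.9%. The simulated genes varied independently of each other. Genes that vary together were not simulated, so false calls may be more frequent in the real libraries. DESeq2 1.42.0 and limma 3.58.1 served as alternatives.

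Normalized counts are the rounded counts divided by DESeq2 size factors over the 16 libraries, and log2 levels use a pseudocount of 1. Genes were assigned to 5 leukocyte sets with 29 genes that the study had selected, and the level of a set is the mean log2 level of its genes. Ribosomal protein genes were the 99 entries with 75 symbols for cytoplasmic ribosomal proteins. For 11 measures per library the sum of squares between runs was compared with all 27720 assignments of the 12 libraries to runs in an exact permutation test. The same assignments gave exact two-sided tests of the mean correlation within runs minus that between runs. Tested on 200 simulated data sets without a difference, the permutation code gave a p under 0.05 in 4.5%. Relations between set levels were tested two-sided with 100000 permutations. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

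The genes to be named were set by a rule before the data were examined. Always named were the globin genes, Mb, Rpl7, Rpl22 and the 29 leukocyte genes. From each comparison of runs came up to 3 rising and 3 falling genes with the largest log2 fold change among those with an adjusted p under 0.05, a symbol, an average log2 CPM of at least 3 and non-overlapping values in the runs. The stability ranking gave the 5 genes with the lowest coefficient of variation among genes with a mean normalized count of at least 1000. Some of the genes that the rule gave are not reported here. Alternatives covered the test, the scaling, the filter, the threshold, globin genes, depth, the libraries in the fit and each library left out in turn. The robust version of edgeR was added after the data had been seen. Gene names are those paired with the identifiers in the deposited files, and positions in the genome are not used here because the annotation at hand is of another build.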

Results

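These are RNA-seq counts of 16 saline-treated rats, taken from whole blood after removal of globin mRNA. The libraries held 21466776 to 31189549 estimated counts, with control 4 the lowest and control 2 the highest. Between 14736 genes (control 16) and 16144 genes (control 2) had at least 1 count in a library. Each library was counted over its own list of genes, and these lists differ in length between some runs. Of the 18031 genes listed for every library, 12648 had a count in each of them. The libraries carried 6 run codes, of which A (n = 3), B (n = 5) and D (n = 4) had enough libraries to be compared. The design asks how stable the blood transcriptome of control animals is, and the comparisons below address the spread among the 16 animals and the differences between run codes.

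Globin transcripts were still abundant after depletion. The 9 globin entries took 8.75% ± 3.88 (SD, n = 16) of the counts. The lowest share was 2.65% in control 1 (95% Wilson interval 2.639% to 2.652%) and the highest was 14.71% in control 11 (14.695% to 14.72%). Hba-a2 (ENSRNOG00000029886) had the highest mean of all genes, at 1441000 ± 675000 normalized counts (SD, n = 16). Hba2 followed among the globins at 667300 ± 380000, then Hbb at 158200 ± 123000 and Hbb-b1 at 54600 ± 33800 (SD, n = 16 each). Hbq1b averaged 20870 ± 10100 and Hbe1 251.9 ± 160. The remaining Hbg1, Hbz and Hbe2 averaged 14.3, 14.0 and 6.90 normalized counts. Where globin genes are near-identical copies, the division of reads among them is uncertain, which was not tested here. The 20 highest genes of each library together took 33.6% ± 4.39 (SD, n = 16) of its counts.

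**Figure D1:**
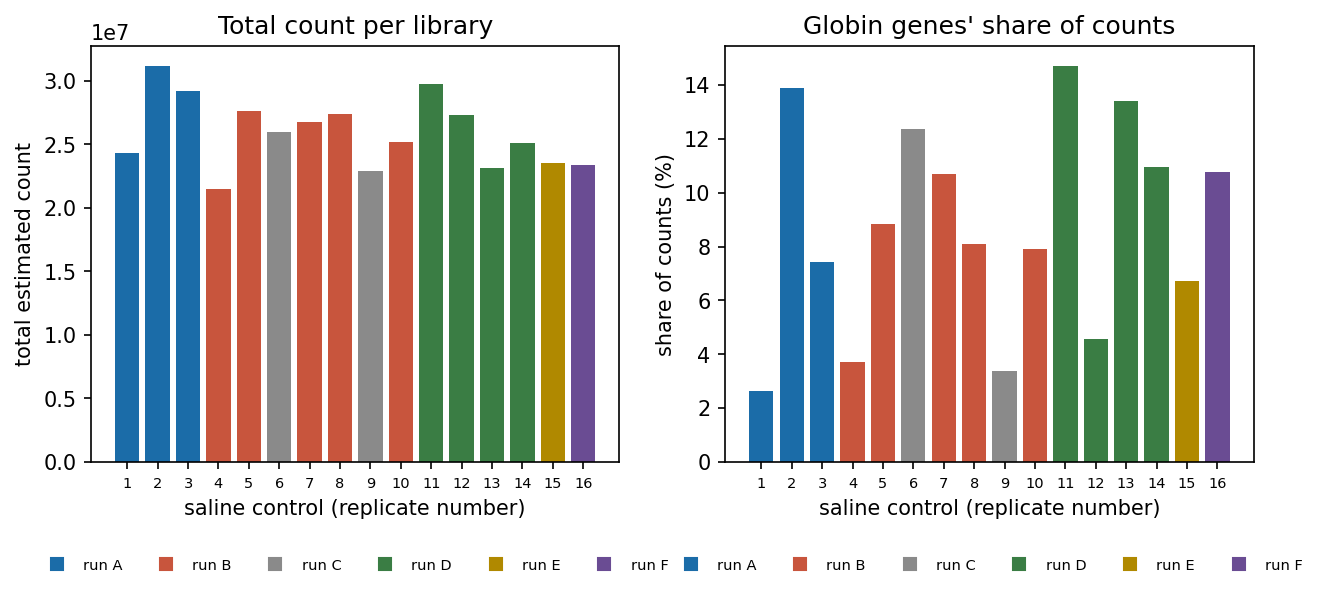
Bars give, for each saline control (x axis), the total estimated count (left) and the percentage of counts in the 9 globin entries (right), coloured by run code. Totals lie between 21466776 and 31189549, whereas the globin share ranges from 2.65% in control 1 to 14.71% in control 11.

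The myoglobin gene Mb (ENSRNOG00000004583), which marks cardiac muscle, averaged 20.8 ± 49.5 normalized counts (SD, n = 16). Control 10 had 203.9 and the next highest, control 12, had 28. Without control 10 the mean was 8.56. No count was found in controls 6 and 8, where the smallest detectable amounts were 0.116 and 0.11 CPM. Olfactory receptor genes were picked only by a symbol of Olr and a number. Of 1124 such genes listed for at least 1 library, 14 had a mean count above 1 where listed. One of these, Olr1, averaged 906, and the next highest averaged 32.7. Whether Olr1 is an olfactory receptor was not checked, so the 14 may include a gene of another kind.

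Ribosomal protein genes were ranked by mean normalized count among the 12648 genes with a count in every library. Of the 75 symbols, 72 had at least one entry within the top 5%, that is, at rank 632 or better. The exceptions were Rpl36 at rank 638, Rpl36a at rank 838 and Rpl22 (ENSRNOG00000011104) at rank 1034. Ranking among the 17871 genes with any count moved this most, to 74 symbols. Rpl22 averaged 2544 ± 646 and Rpl7 (ENSRNOG00000006992) 27660 ± 6200 normalized counts (SD, n = 16). Ribosomal genes together took 6.58% ± 1.31 (SD, n = 16) of the counts. Among the 86 ribosomal entries with a mean of at least 1000, the coefficient of variation across animals had a median of 26.5% and ran from 16.2% (Rpl6) to 100.8% (Rps20). All 2449 genes at that level had a median of 29.7%. Reads from ribosomal pseudogenes can be divided among entries, and single entries are uncertain for that reason.

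The 5 genes with the lowest coefficient of variation among these 2449 were Kars, Puf60, Srp72, Fam134c and Vcp. Kars (ENSRNOG00000019456) averaged 1172 ± 69 normalized counts and Vcp (ENSRNOG00000034242) 2398 ± 166 (SD, n = 16 each), with coefficients of 5.89% and 6.90%. Puf60 and Srp72 both had 5.90% and Fam134c had 6.28%. Rpl7 ranked 782 in this list with 22.4%. The same 5 genes came first with TMM scaling, under which Rpl7 ranked 772.

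Correlations between libraries were computed across genes on log2(normalized count + 1); genes are not independent replicates. Over the 120 pairs of libraries the median Pearson r was 0.966 for ribosomal protein genes, 0.949 for the 29 leukocyte genes and 0.952 for the 15497 genes with a mean of at least 1. The lowest values were 0.899, 0.808 and 0.855. Control 2 had the lowest mean r with the other libraries over all genes, at 0.873, and control 8 was next at 0.924. For the leukocyte genes control 2 was again lowest at 0.850. For ribosomal genes it was control 6, at 0.928.

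**Figure D2:**
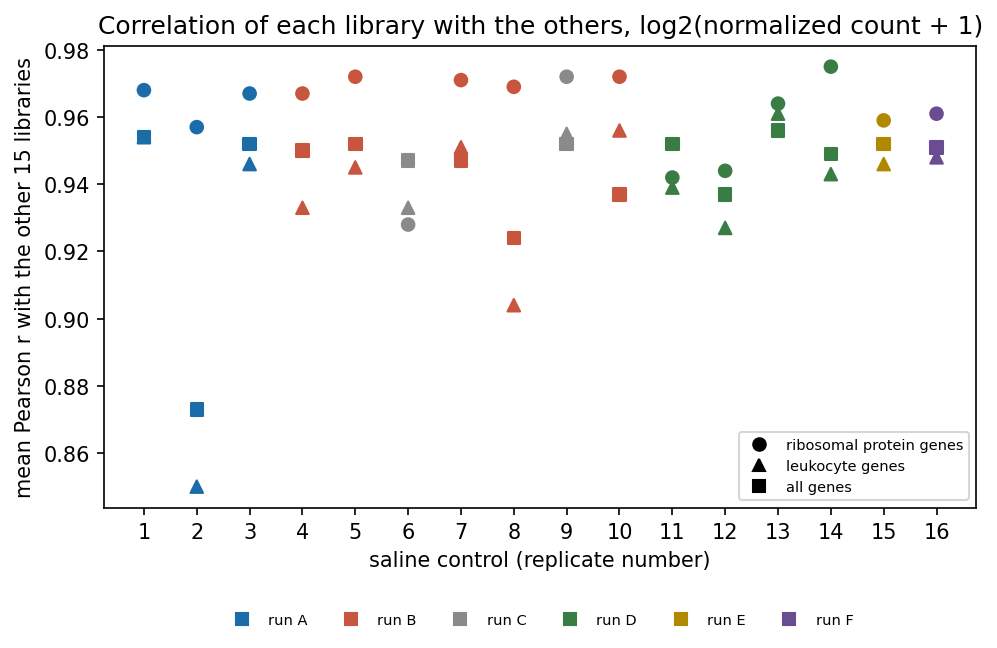
The y axis gives the mean Pearson r of each library with the other 15 on log2(normalized count + 1), and the x axis the saline controls, coloured by run code. Circles are ribosomal protein genes, triangles the 29 leukocyte genes and squares all genes; control 2 lies lowest for leukocyte genes (0.850) and for all genes (0.873).

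Libraries of the same run correlated more closely in ribosomal genes than libraries of different runs. The mean r was 0.978 within runs A, B and D and 0.962 between them, a difference of 0.0153 (exact two-sided permutation test over 27720 assignments, p = 0.0042, adjusted over 3 gene sets 0.013). Spearman's rho in place of Pearson's r moved it most, to 0.0074 (exact permutation p = 0.0079). For leukocyte genes the means were 0.933 and 0.930 (exact permutation p = 0.69, adjusted 0.69), and for all genes 0.942 and 0.936 (exact permutation p = 0.27, adjusted 0.41), so neither difference exceeded that of random assignments. Mean profiles of runs A, B and D correlated at 0.984 to 0.995 in ribosomal genes and at 0.898 to 0.979 in leukocyte genes. The leukocyte genes include Arg1, which averaged 1010 normalized counts in run A, nearly all from control 2, and 5.99 in run D. How far this lowers the leukocyte values was not tested.

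Gene by gene, 12952 genes were tested. Between runs A and B no gene had an adjusted p under 0.05 in edgeR's quasi-likelihood test, although 1753 genes had an unadjusted p under 0.05. Runs A and D likewise differed in 0 genes, with 5.4% of genes at an unadjusted p under 0.05. Between runs B and D 298 genes differed, 5 higher and 293 lower in run D, and 1465 had an unadjusted p under 0.05. The values of the runs did not overlap for 292 of these 298. Among the 3 runs at once 230 genes differed. These numbers moved widely with the choice of test and library: DESeq2 called 566 genes for A against B and 742 for B against D, and leaving out one library at a time gave between 2 and 7.0e+02 genes for B against D. With total count scaling in place of TMM, 6 genes differed between B and D and the median gene was 0.53 higher in run D on the log2 scale. No ribosomal entry of 94 and no leukocyte entry of 27 tested was called in a comparison of runs. At an unadjusted p under 0.05 there were 6 ribosomal and 4 leukocyte entries for A against B, 3 and 1 for A against D, and 30 and 0 for B against D.

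The genes named here were all from B against D. Catalase, Cat (ENSRNOG00000008364), had a log2 fold change of -1.82 ± 0.38 (SE, edgeR adjusted p 0.036), from 1100 ± 561 CPM in run B (SD, n = 5) to 311 ± 76.6 in run D (SD, n = 4). RGD1560687 (ENSRNOG00000004662) changed by -1.77 ± 0.29 (SE, edgeR adjusted p 0.026). Igj (ENSRNOG00000003666) was higher in run D by 1.09 ± 0.25 (SE, edgeR adjusted p 0.048) and Dhx9 (ENSRNOG00000002735) by 0.70 ± 0.15 (SE, edgeR adjusted p 0.037). Their direction held under each alternative. The adjusted p rose above 0.05 in 13 of 22 alternatives for Igj, 12 for Dhx9, 9 for Cat and 6 for RGD1560687, with total count scaling and some single libraries left out among them for each gene.

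**Figure D3:**
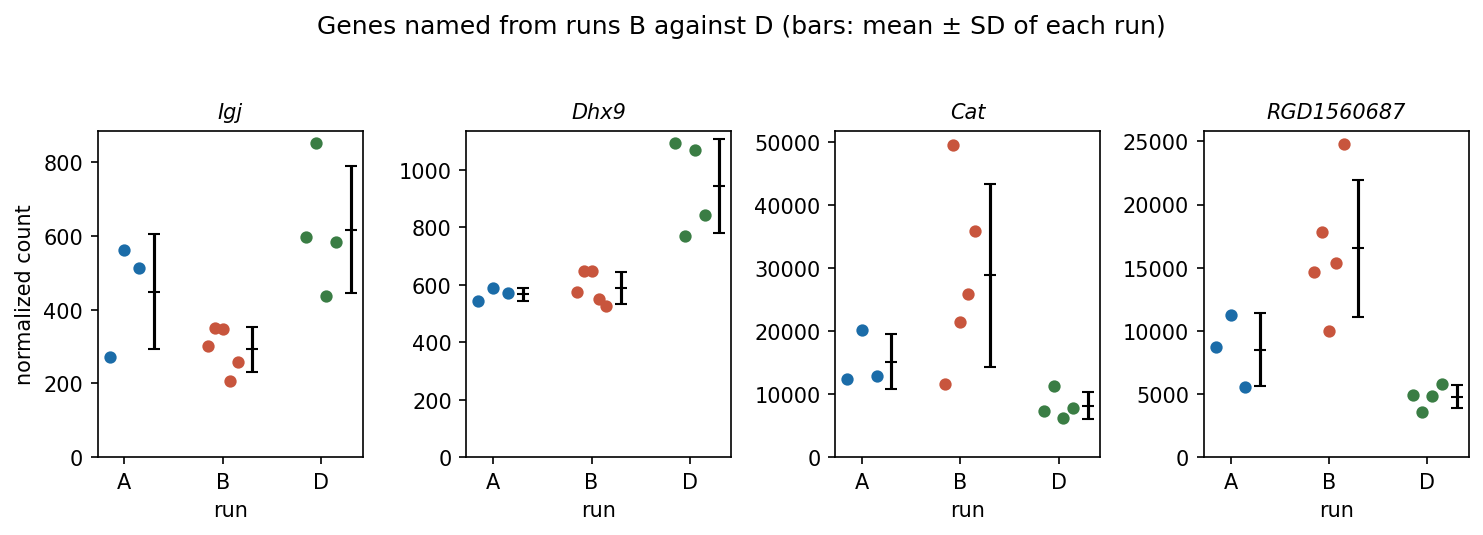
Each panel gives the normalized counts (y axis, from 0) of one gene in the libraries of runs A, B and D (x axis), with points for libraries and bars for the mean ± SD of each run. Igj and Dhx9 are higher and Cat and RGD1560687 lower in run D (n = 4) than in run B (n = 5).

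None of 11 measures per library differed among runs A, B and D after adjustment (exact permutation tests, 0 measures), and 0 had an unadjusted p under 0.05. The largest share of variance between runs was 48.4% for the neutrophil set level (exact permutation p = 0.054, adjusted 0.59), and the B-cell level followed with 37.6% (exact permutation p = 0.12, adjusted 0.65). Globin share, total count and ribosomal share had between-run shares of 13.9%, 14.2% and 7.6%. The smallest p this design allows is 3.6e-05.

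The leukocyte genes differed in how much they varied among animals. Of the T-cell genes, Cd8a averaged 2398 ± 684, Cd3e 1848 ± 545, Cd247 1782 ± 364, Cd2 1106 ± 248 and Cd28 289.5 ± 99.5 normalized counts (SD, n = 16 each). Of the B-cell genes, Cd79b averaged 3623 ± 1350, Cd22 1265 ± 390, Cd180 540.1 ± 186 and Ly86 463.1 with a coefficient of variation of 28.2%. The median coefficient of variation was 28.5% for T-cell and 34.4% for B-cell genes. In the set expressed in most leukocytes, Cd97 averaged 16410 ± 7600, Cd44 7852 ± 2520, Cd48 4000 ± 1000, Cd300a 931.6 ± 352 and Cd84 254 ± 132, with a median coefficient of 42%.

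Monocyte and neutrophil genes had higher median coefficients, of 90.7% and 174.6%. The neutrophil median lies between Prtn3 (163.8%) and Mpo (185.4%), whose means rest on few counts, so it includes counting noise. Camp and Elane, with more counts, had 123.6% and 78%. In the monocyte set Itgax (25.1%) and Cd68 (34.4%) lay near the T-cell and B-cell medians. Ccr1 averaged 6262 ± 5680 and ranged 20.6-fold, and Nos2 averaged 3460 ± 4670 and ranged 104-fold from control 6 to control 14. Itgax averaged 1823 ± 458, Cd68 533.1 ± 184, Cd14 312.3 ± 236 and Cd163 19.3 ± 29.1. Arg1 averaged 204.2 ± 757, of which control 2 alone held 3040, and the mean of the other 15 libraries was 15.2. Control 2 was also highest in all 18 liver marker genes examined below. Control 8 was next in both Arg1 (145.2) and the liver gene Alb (11403). The Arg1 count of control 2 therefore cannot be taken as a monocyte signal, although it enters the monocyte level and the leukocyte correlations. Among neutrophil genes Camp averaged 1512 ± 1870 and ranged 51.0-fold from control 6 to control 8. Elane averaged 84.3 ± 65.7, Mpo 7.65 ± 14.2, Mme 1.78 ± 5.07, Ctsg 0.692 ± 2.20 and Prtn3 0.385 ± 0.63 (SD, n = 16 each).

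**Figure D4:**
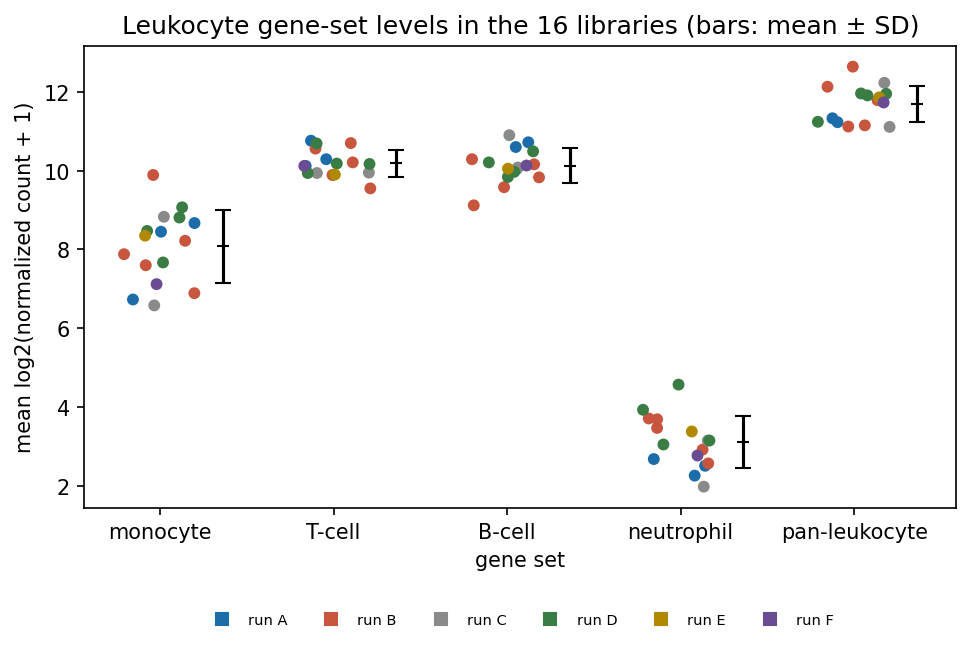
Points give the level of each leukocyte gene set (mean log2(normalized count + 1), y axis) in each of the 16 libraries, coloured by run code, and bars the mean ± SD over the 16. The T-cell level spreads by 0.342 (SD) and the monocyte level by 0.929.

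Of the 10 relations between set levels, 6 had an adjusted p under 0.05 in two-sided permutation tests over the 16 libraries. The monocyte level rose with the pan-leukocyte level (r = 0.75, permutation p = 0.001, adjusted 0.005; rho = 0.75, p = 0.0015). After centring within run codes r was 0.81, and without controls 6 and 8, the farthest from the median, it was 0.58 (permutation p = 0.032). The T-cell level fell as the pan-leukocyte level rose (r = -0.77, permutation p = 0.00048, adjusted 0.0048; rho = -0.60, p = 0.015), with r = -0.81 after centring and -0.69 without controls 3 and 8 (permutation p = 0.0068). For the B-cell and pan-leukocyte levels r was -0.69 (permutation p = 0.0029, adjusted 0.0097; rho = -0.61, p = 0.013) and -0.75 after centring. Without controls 6 and 8 it was -0.43 (permutation p = 0.13). Monocyte and T-cell levels were related at r = -0.55 (permutation p = 0.026, adjusted 0.044), but the rank correlation was -0.38 (p = 0.15); r was -0.72 after centring and -0.61 without controls 6 and 8. Monocyte and B-cell levels had r = -0.57 (permutation p = 0.02, adjusted 0.044; rho = -0.46, p = 0.076) and r = -0.70 after centring, yet -0.16 without controls 6 and 8. For B-cell and neutrophil levels r was -0.55 (permutation p = 0.025, adjusted 0.044), but rho = -0.56 did not pass after adjustment (permutation p = 0.027, adjusted 0.054). The r was -0.47 after centring (permutation p = 0.067) and -0.38 without controls 6 and 8 (permutation p = 0.18). The neutrophil and pan-leukocyte levels had r = 0.44 (permutation p = 0.09, adjusted 0.11; rho = 0.60, p = 0.016, adjusted 0.04), 0.41 after centring and 0.71 without controls 6 and 12 (permutation p = 0.0046, adjusted 0.034). With the 2 farthest libraries left out, the T-cell and pan-leukocyte levels (adjusted 0.034) were the only other pair with an adjusted p under 0.05. Single runs held too few libraries for a correlation of their own. The monocyte level includes Arg1, which was 3040 in control 2, and no relation was recomputed without that gene or that library.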

Values the study reported

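The study reported a mean of 29.8 ± 3.4 for Mb in the control animals that remained after 2 with high Mb had been taken out. It gave 14.1 ± 1.7 for Arg1 and 1535.7 ± 91.2 for Camp in control blood. Rpl22 had rank 1010 there. Olfactory receptor genes with counts above 1 numbered 14.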

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

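In control 12 the tests of globin genes on the ribosomal share, of depth on the pan-leukocyte level and of the thymus and fat lists were chosen before their outcome was seen, the lists after other genes of that library had been looked at. The tests of globin genes and depth on the other measures, the comparison of totals in run D, and both tests on genes missing from some files, were chosen after results had been seen.

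Control 12 stood apart from the other libraries of run D (n = 4) in 3 of the 11 measures. Its 20 highest genes took 27.46% of the counts (95% Wilson interval 27.444% to 27.477%), its ribosomal protein genes took 9.29% (9.28% to 9.302%), and its pan-leukocyte level was 11.24. The gap to the nearest library was 0.867, 0.929 and 0.921 of the range of the run. Among 22 such comparisons in runs B and D about 1.1 would stand out by chance, and the 3 measures come from one library, so they are not independent. With globin counts left out the gap was still 0.869 of the range in the ribosomal share and 0.921 in the pan-leukocyte level, but the 20 highest genes of control 12 then took 26.48%, between the values of the other libraries (gap 0), so the globin share accounts for that measure. It does not fully explain the ribosomal share. The pan-leukocyte level did not move when globin genes were left out and cannot be told apart from an effect of globin by this test. After thinning to one depth the gap in the pan-leukocyte level was 0.909. Thinning lowered this level by similar amounts in all 4 libraries, from 11.24 to 10.98 in control 12 and from 11.96 to 11.71 in control 11. It therefore cannot tell whether depth contributes to that gap. The gaps in the 2 shares were 0.868 and 0.929, but thinning leaves shares as they are. The total of control 12 exceeds that of 2 of the 3 other libraries and is below the third, so library depth does not set it apart from the rest of the run. In 41 genes control 12 had at least 4 times the count of the next library. The highest ratios included Rag1 with 4190 normalized counts against at most 23.4 elsewhere, Rag2 with 421 against 7.43, Dntt with 1100 against 32.5, Ptcra with 58.8 against 2.5 and Adipoq with 1040 against 68.5. A thymus marker list had its highest value in control 12 for 6 of 16 genes found, short of the majority set in advance. Of these 6, Top2a had 612 normalized counts against at most 115 elsewhere, Myb 444 against 137 and Notch3 24.3 against 6.72. The rest of the 6 were closer, such as Cd8b with 1550 against 1090. Several genes of the list were abundant in all libraries (Tcf7, Satb1) and others were near 0 in all of them (Endou, Psmb11). The list also left out Rag1, Rag2, Dntt and Ptcra, which had some of the highest ratios in control 12. Thymus RNA is therefore not excluded by that result. A fat marker list had its highest value in control 12 for 7 of 10 genes, of which Car3 was nearly tied (2530 against 2420). Fat tissue RNA in the blood sample may therefore contribute, as a hypothesis, but it was not shown to produce the 3 measures. The thymus and fat lists test for tissue that entered the sample. No biological explanation was tested, because the labels give one group.

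Counts also appeared in genes that are not listed for every library and that entered no comparison of single genes. The highest was 257 for Ugt2a3, in control 2, and 67 such genes had at least 10 counts in a library. Of these 67 genes 20 are not listed in the file of control 2, and of the 47 that it lists 32 were highest there, so RNA present in that library may account for many of those 47 but for none of the 20. The rule by which genes were left out of each list is not stated, and filtering by the authors remains a possible explanation. No biological explanation was tested.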

How the results depend on the processing

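The alternatives were set before the data were examined, except robust edgeR, which was added after seeing the data. The cause of each change below was not tested.

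The number of genes differing between runs depended on the test. For A against B it was 0, but 566 with DESeq2, 7 with limma and 6 with the 3 consecutive run codes merged. For A against D it was 0, but 14 with DESeq2 and 1 with all 16 libraries in the fit. For B against D it was 298, but 742 with DESeq2, 6 with total count scaling and 167 when these runs were fitted alone. Among the 3 runs it was 230, but 794 with DESeq2, 7 with total count scaling, 114 without a filter on low counts, 30 with a mean count of at least 100, 451 with merged run codes and 152 with limma. Total count scaling also shifted the median gene by -0.50 for A against B and by 0.53 for B against D (log2). Fits that each left out one library gave from 0 to 506 genes for A against B, from 0 to 2 for A against D, from 2 to 7.0e+02 for B against D and from 1 to 651 among the 3 runs. The highest number for A against B, for B against D and among the 3 runs came without control 4. Size factors from DESeq2 in edgeR, thinned counts, globin genes left out and robust edgeR kept B against D at 331, 301, 293 and 294 genes.

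The difference in ribosomal correlation kept its sign and a permutation p under 0.05 under all alternatives run, from 0.0074 to 0.0217. For all genes it was 0.0117 (exact permutation p = 0.0389) with merged run codes. With a mean normalized count of at least 100 it was 0.0171 (exact permutation p = 0.273). It ran from 0.0002 (without control 2) to 0.0146 (without control 1) when one library was left out, never with a permutation p under 0.05. For leukocyte genes it reversed to -0.0071 without control 2 and to -0.0005 without control 11, and the fits that each left out one library ran from -0.0071 to 0.0148. Of the 10 relations between set levels, 6 passed the threshold, and 6 with TMM scaling, 8 with a pseudocount of 10 and 5 after centring within run codes. Without the 2 libraries farthest from the median 2 did, of which only 1 was among the 6, that of the T-cell and pan-leukocyte levels (adjusted p 0.034). By rank correlation only the relations of the pan-leukocyte level with each other set level passed (permutation tests, adjusted p 0.015 to 0.04). The per-library measures stayed at 0 differing under every alternative run.

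Among the other results, 318 values were recomputed: 267 stayed the same (tested values kept their side of the threshold, and 43 gene means, which have no test, moved by less than 1 SD with TMM scaling), 46 were weaker, all of them among the 5 genes that the naming rule gave for B against D, and 5 were stronger, all of them between-run shares of single measures. None reversed. The ranking of ribosomal genes by FPKM or TPM was not run, because the files used here hold estimated counts. No paired analysis was possible because the labels give one group, whose replicate numbers are not shared with another. The depth of 21466776 counts or more limits Prtn3, Ctsg, Mme and Mb, whose means rest on few counts in most libraries.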

Other observations

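The counts of splits, the tests of depth, globin genes and single libraries for runs B and D, the comparison of control 2 with the libraries closest to it, and the tests of heart genes and of Camp were chosen after the result was seen. The liver and erythroid lists were drawn up before the values of their genes were seen, but after other genes of those kinds had been seen to stand out.

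Control 2 was least like the other libraries. In 450 genes it had at least 4 times the count of the next library, against at most 41 for any other library. Of 18 liver marker genes 18 were highest in control 2, and the median log2 ratio to the next library was 4.44. Alb had 330000 normalized counts there against 11400 in control 8, 3102 in control 7 and 1793 in control 5. After thinning, the library with the lowest mean correlation was still control 2, and without globin genes it was again control 2, but both steps moved the correlations of all libraries little. Control 11, closest to it in depth, had a mean correlation of 0.952 and control 13, closest in globin share, had 0.956, against 0.873 for control 2, so depth and globin share do not by themselves give its position. A candidate explanation is liver RNA that entered the sample, which may have been picked up by the needle; no biological explanation was tested. The comparison of A with B without control 2 gave 1 gene.

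The mean of Arg1 here was 204.2 normalized counts, and 15.2 without control 2. The first of these is higher than the value quoted from the study above. The standard error of Camp here was 467, higher than the error quoted from the study above. The errors of Ccr1 (1420), Nos2 (1170) and Rpl22 (161) here were also higher than those the study printed. Among the leukocyte genes the error here was lower only for Ctsg (0.551). The difference is therefore not particular to Camp, and its cause was not tested. The study averaged more control animals and replaced outlying values, and how it computed its errors was not checked. These errors therefore do not show that animals varied more here.

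The highest Mb was in control 10. Of 9 other heart marker genes 8 were highest in that library, with Actc1 at 129 and Tnni3 at 49.8 normalized counts. Most of these genes had been seen before the list was made, so the test could hardly have come out otherwise, and heart RNA in the blood sample is only a candidate explanation.

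Runs B and D differed in 298 genes. Of 100 splits of their 9 libraries 2 gave as many, the real one included, and the largest number, 661, came from the split that placed control 4 with controls 11 to 14. Among the 3 runs only the real grouping, 1 of 100 splits, gave as many as 230 genes. For A against B all 56 of 56 splits, and for A against D all 35 of 35, gave at least the 0 genes of the real split, which any split does; 13.5% and 5.4% of genes had an unadjusted p under 0.05.

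Most of the 298 genes were lower in run D. An erythroid list of 28 genes, 26 of them tested, had a median log2 fold change of -1.07 for B against D, with 26 of 26 lower and 12 with an edgeR adjusted p under 0.05. Of 10000 random lists matched on expression 0 had a median as low, and the lowest was -0.89. Random lists do not allow for genes of one list varying together across animals. That comparison therefore does not measure how far the shift repeats between animals. On log2 normalized counts 25 of 26 were lower with DESeq2 size factors and with TMM, and 24 with total count scaling, under which the median of all genes rose by 0.58. The median difference of the list was -1.05 with DESeq2 size factors, -1.02 with TMM and -0.52 with total count scaling. The median log2 fold change of the list was 0.98 for A against B and -0.06 for A against D. Run codes held 86.9% of the variance of the erythroid level (exact permutation p = 0.00065). The level was 12.12 to 12.77 in run B and 11.27 to 11.61 in run D, and 12.17 and 11.31 in controls 6 and 9 of run C. Thinning left 301 calls and removal of globin genes 293, but both steps moved the fold changes of the named genes little. Library depth is not the explanation, since 3 of the 4 run D totals lie within the range of run B. The calls cannot be told apart from an effect of the globin share by this test. The globin share was 7.98% ± 5.64 in run A (SD, n = 3), 7.85% ± 2.56 in run B (n = 5) and 10.92% ± 4.5 in run D (n = 4). At this similar mean share the erythroid level of run A was 11.41 to 11.75, below every library of run B. These values argue against the globin share as the explanation for the erythroid genes. For the other calls it stays open. Leaving out one library lowered the number to as few as 2, so the count of genes depends on single libraries. A different share of erythroid RNA in the libraries of run B is a candidate explanation. It cannot be told apart from a difference between sequencing batches.

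Camp varied together with several leukocyte genes across the 16 libraries. It correlated with Ccr1 at r = 0.90 (permutation p = 2e-05, adjusted over 8 genes 8e-05; rho = 0.88, p = 2e-05), with 0.91 after centring within runs and 0.86 without the 2 libraries farthest from the median. With Nos2 r was 0.89 (permutation p = 2e-05, adjusted 8e-05; rho = 0.84, p = 0.00013), 0.88 after centring and 0.84 without those libraries. These genes were picked because they had been seen to vary together, so this cannot tell whether one shared myeloid programme is the explanation. The monocyte and neutrophil set levels, chosen before the data were examined, were related at r = 0.45 (permutation p = 0.082, adjusted 0.11; rho = 0.46, p = 0.074), 0.36 after centring and 0.23 without controls 6 and 8. The neutrophil level includes 4 genes with few counts, which weakens this comparison.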
